A study of Mus musculus with 39 samples. Its data were reported in "E47 modulates hepatic glucocorticoid action" (2019).

How the data were processed

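Total RNA was isolated from liver, WAT and muscle of male mice, and the authors prepared poly(A) libraries that the labels describe as unstranded (all tissues after 3 weeks of Dex) or stranded (the other livers), and sequenced them on Illumina instruments. Per the study's methods, the authors mapped the reads to the mouse genome mm10 with the Ensembl gene annotation and counted reads per gene with STAR. The deposited counts are raw read counts per gene, 1 file per sample, not normalized and not pooled. Files of stranded libraries hold an unstranded column and a column for each strand. Files of the experiments with 3 weeks of Dex hold 1 column and list 46078 genes against 45706 in the others. Their closing lines carry the names used by another counting program, so the counter of these files is not certain. The authors also deposited 6 tables of their own DESeq2 comparisons, with log2 fold changes, p-values with adjusted p-values, and a signal per library, which is the gene count divided by a size factor. In all 39 libraries this signal was proportional to the unstranded column. These tables list only genes above a mean count and were used to describe which fit they hold and for 15 gene symbols.

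Samples were grouped by genotype, tissue and treatment as their titles state. Counts were taken from the unstranded column for libraries labelled unstranded and, for those labelled stranded, from the strand column with more reads. In the Cort libraries that column held only 50.1% of the strand-resolved counts, against 96.9 to 97.7% in the other stranded libraries, so the strand column takes about 1 of every 2 reads there. The unstranded column was therefore also tested. Entries that name no gene (unmapped, multimapping, ambiguous or outside genes) stayed out of library sizes and tests. They made up 21.4 to 59.3% of the entries per library, the highest in the Cort libraries, because reads of the other strand count as outside genes. Libraries held 15.8 to 46.0 mega-counts (M) in genes, and their counting error is small beside the differences between mice except for genes with few counts. A group was called at the floor of detection for a gene when all its libraries had at most 3 counts, and fold changes against it are given as lower bounds with 3 counts in each library. Such floors and all intervals cover counting error only. Symbols and positions were taken from the Ensembl-based mm10 annotation for 45143 of 45706 gene identifiers, and 15 more symbols from the authors' tables. Of the 53 pairs of replicates, all differed by more than sampling noise (chi-square per degree of freedom 16.3 to 265), so no library was counted as a duplicate.

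Each mutant group was compared with the control of its experiment with edgeR 4.0.16 (R 4.3.3) with TMM normalization, filterByExpr and the quasi-likelihood F test, with genotype as the only term. P-values were two-sided and adjusted by Benjamini-Hochberg, with a threshold of 0.05. An unadjusted p under 0.05 and a fold change of at least 1.3, after the threshold of the study's plots, which do not state whether p was adjusted, gave a second count. CPM values use TMM-scaled library sizes. Differences between genotype effects were tested in joint fits with a mean per group, over 24 livers of global E47KO and WT mice and over 14 libraries of the 3 tissues after Dex. Named genes were chosen before the data were examined. They are *Tcf3*, the 13 glucose and lipid genes of the study, and per comparison up to 5 genes with the smallest adjusted p among those past the threshold whose libraries do not overlap between genotypes. Some of these genes are not described here. *Hsd3b5*, *Gm9855*, *Gm15920* and *Tdg* outside the comparisons where they passed were singled out after their values were seen, and 25 gene lists were written before the data were examined. Of these, 22 had at least 3 genes past the filter in some comparison and were tested with camera (limma 3.58.1), with fry and with camera at an estimated correlation beside it, on log2 CPM with a prior count of 2. The 3 others, for acinar pancreas, epididymis and testis, and kidney, were not tested for lack of expressed genes. Lists of cell types served only to look for RNA of other cells.

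The lists overlap with each other and with the transcripts found in the libraries of the tissues. A level above 1 CPM need not be expression of the tissue itself. RNA of another tissue is a candidate explanation in some Cort liver and muscle libraries, as described below. Above 1 CPM in untreated liver were 4 of 18 B cell genes, 1 of 14 T cell, 12 of 12 macrophage, 5 of 10 adipocyte, 5 of 8 erythroid, 12 of 12 skeletal muscle and 22 of 22 hepatocyte genes, and in muscle 15 of 22 hepatocyte and 10 of 10 adipocyte genes. Of the study's 9 lipid genes 6 are also in other lists, as are 4 of 23 cholesterol synthesis, 2 of 16 lipogenesis, 4 of 10 gluconeogenesis and 4 of 15 classical GR target genes.

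Alternatives fixed before the data were examined were RLE size factors, DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, the unstranded column, the cohort of animals as a covariate, the replicate number as a block, the earlier or later sequencing run of the untreated livers as a covariate, joint fits with only the 4 groups compared, and leaving out each replicate. Cohorts were formed from the mice's identification numbers, a new one starting where sorted numbers were more than 20 apart. After the data were examined, DESeq2 and edgeR on the unstranded Cort counts with the cohort as a covariate, and gene lists with each replicate left out, were added. Other splits of the libraries into groups of the same sizes were counted for every comparison with at least 3 mice per group, up to 100 splits each. Transcripts of called pseudogenes were aligned to the annotated transcripts with BLAST 2.17.0, and a copy was accepted at 97% identity over at least 50% of its length.

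The fits were tested on simulated negative binomial counts with the gene means, gene dispersions and totals of the real libraries. With 200 genes changed by 2 on the log2 scale, edgeR recovered 93.5% (WAT, 2 against 2) to 100% (1 h Dex liver) of them, with 1.98 to 7.11% false calls, and DESeq2 recovered 98.5 to 100% with 9.5 to 20.2% false calls. With no changed gene, edgeR called 0 to 3 and DESeq2 5 to 19 genes. The joint fits recovered 83.0% (Cort against untreated liver, 15905 genes) and 69.5% (liver against muscle, 17134 genes) of the changed genes. In simulated Cort libraries camera found the changed list and 1 of 20 unchanged ones. The simulated genes varied independently of each other, so this does not test how correlation between real genes affects the list calls. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for tables, exact tests and figures.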

Results

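Poly(A) RNA of 39 tissue samples from male C57BL/6 mice was sequenced to ask what loss of E47 changes in tissues exposed to glucocorticoids, steroid hormones that act through the glucocorticoid receptor (GR). E47 is a basic helix-loop-helix transcription factor encoded by the *Tcf3* (*E2A*) gene, which also encodes the splice form E12. The samples fell into 12 groups, a mutant and a control group in each of 6 experiments. Mice lacking E47 in the whole body (E47KO) and wild-type (WT) mice received the synthetic glucocorticoid dexamethasone (Dex) in the drinking water at 10 µg/ml for 3 weeks, and liver (3 E47KO and 2 WT), epididymal white adipose tissue (WAT, 2 and 2) and quadriceps muscle (3 and 2) were taken after a glucose tolerance test. Other mice received the natural hormone corticosterone (Cort) at 100 µg/ml for 3 weeks (liver, 4 E47KO and 4 WT) or no treatment (liver, 6 E47KO and 5 WT). Mice that lost E47 in hepatocytes through a Cre recombinase under the albumin promoter (E47LKO, 3 livers) and floxed mice without Cre (3 livers) were killed 1 h after an injection of 1 mg/kg Dex. Sequencing depth, as mega-counts (M) assigned to genes per library, was 17.5 to 21.4 M in the Dex livers, 19.96 to 28.8 M in the Cort livers, 15.8 to 18.4 M in the 1 h Dex livers, 31.7 to 39.8 M in untreated livers, 34.5 to 43.0 M in WAT and 40.4 to 46.0 M in muscle. Levels below are read counts relative to the library total (CPM, counts per mega-count), given as mean ± SD over mice, and log2 fold changes of mutant against control with their standard error (SE).

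The targeted gene *Tcf3* (ENSMUSG00000020167, mm10 chromosome 10, 80409514 to 80433647) was examined first. Its counts were similar between genotypes in every experiment. The log2 fold change was 0.23 (SE 0.16) in Dex liver, 0.10 (SE 0.09) in Cort liver, 0.09 (SE 0.14) in 1 h Dex liver, -0.15 (SE 0.12) in untreated liver, -0.09 (SE 0.11) in WAT and 0.14 (SE 0.16) in muscle, and the smallest of the unadjusted p-values in edgeR's quasi-likelihood test was 0.211. In Cort livers *Tcf3* measured 17.6 ± 1.40 CPM in E47KO (SD, n = 4) and 16.4 ± 1.18 CPM in WT (SD, n = 4). Counts per gene add up the E12 and E47 splice forms and any transcript left by the targeted allele, so they gave no check of which libraries lacked E47, and the genotypes below are those of the sample labels.

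**Figure D1:**
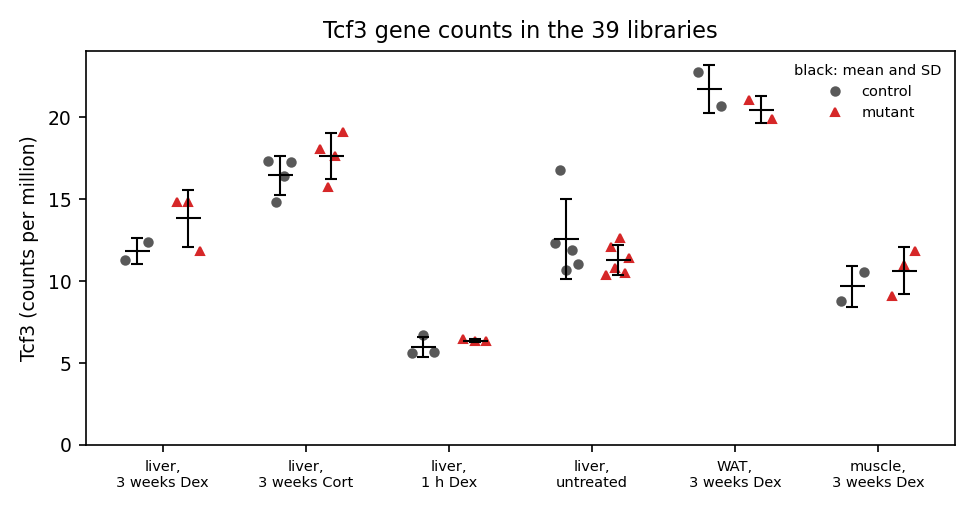
*Tcf3* gene counts in CPM (vertical axis) in the 39 libraries of the 6 experiments (horizontal axis). Circles are single control libraries, triangles single mutant libraries, and black bars the mean and SD of each group. The 4 E47KO livers after Cort averaged 17.6 CPM against 16.4 CPM in WT.

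The first comparison asked which liver transcripts depended on E47 after 3 weeks of Dex. Among 13300 genes tested, 1 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This was the processed pseudogene *Gm15920* (ENSMUSG00000080893, chromosome 5, 130188395 to 130188796), with 10.8 ± 1.25 CPM in E47KO (SD, n = 3) against 0.127 ± 0.0959 CPM in WT (SD, n = 2) and a log2 fold change of 6.28 (SE 0.39, edgeR adjusted p 0.0166). Its sequence is 99.5% identical to the gene *Ndufa12*, so reads of the pair are hard to tell apart. In WT livers of other experiments its level varied, up to 4.46 CPM after Cort and up to 11.1 CPM without treatment. An unadjusted p under 0.05 was reached by 409 genes, fewer than the 665 that chance alone would give. An unadjusted p under 0.05 with a fold change of at least 1.3, below called the display threshold, was reached by 238 genes that were lower and 146 that were higher in E47KO (62.0% lower). Testing all genes with a count, without a filter on low counts, moved the number of genes most, to 62.

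Of special interest were glucose and lipid genes picked by the study for qRT-PCR. This list of 13 genes was followed in all comparisons. Because these genes were picked in the same experiments, the values below are no independent evidence. After Dex, 11 of the 13 were lower in E47KO livers and 4 had an unadjusted p under 0.05, but 0 passed when adjusted over the list alone and 0 when adjusted over all genes. Among the 4 were *Apoa4* (log2 fold change -1.13, SE 0.40), *Dhcr7* (-0.78, SE 0.26) and *Gpam* (-0.46, SE 0.16), each with an edgeR adjusted p of 0.0862 over the list alone and 0.999 over all genes. Both WT livers lay above all 3 E47KO livers for these genes. Chance separates the groups, in either direction, for 20% of genes in a design of this size, and 15.1% of all tested genes were separated in one direction or the other. The 2 WT livers differed from each other. The log2 fold change of *Dhcr7* was -0.35 without WT replicate 1 and -1.11 without WT replicate 2. For *Apoa4* it was -1.54 without WT replicate 1 and -0.56 without WT replicate 2. *Pck1* (-0.24, SE 0.21) and *Igfbp1* (-0.24, SE 0.32) had unadjusted p-values of 0.305 and 0.4926 in edgeR, and *G6pc* was 0.26 higher (SE 0.19).

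After 3 weeks of Cort, the regimen under which lipid accumulation in the liver was studied, 4 of 14297 genes passed. The pseudogene *Gm9855* (ENSMUSG00000085666, chromosome 10, 42054113 to 42055306) had 3.02 ± 0.334 CPM in E47KO (SD, n = 4) and no count in any WT liver, which makes it at least 24.4-fold higher in E47KO (edgeR adjusted p 0.00715). *Tdg* (ENSMUSG00000034674, chromosome 10, 82629828 to 82650799), to which *Gm9855* is 99.2% identical, fell by 1.34 on the log2 scale (SE 0.13, edgeR adjusted p 0.0147), from 10.98 ± 1.18 CPM in WT to 4.33 ± 0.543 CPM in E47KO (SD, n = 4 each). Because the copies are nearly identical, the counts of both are uncertain. The cholesterol synthesis genes *Hmgcs1* (ENSMUSG00000093930, chromosome 13, 119690379 to 119708260) and *Nsdhl* (ENSMUSG00000031349, chromosome X, 72918557 to 72958514) were lower in all 4 E47KO livers than in any WT liver. *Hmgcs1* fell by 1.01 (SE 0.10, edgeR adjusted p 0.0147), from 212 ± 23.0 to 105 ± 8.70 CPM, and *Nsdhl* fell by 1.17 (SE 0.14, edgeR adjusted p 0.0409), from 32.3 ± 5.76 to 14.3 ± 1.65 CPM (SD, n = 4 each). Leaving out any single E47KO liver left 0 genes with an adjusted p under 0.05 in edgeR (1100 to 1303 with an unadjusted p under 0.05), while leaving out WT replicate 1 gave 7 genes and WT replicate 4 gave 1. An unadjusted p under 0.05 was reached by 1384 genes, more than the 715 that chance would give, and the display threshold by 713 genes, of which 446 (62.6%) were lower in E47KO.

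All 13 glucose and lipid genes were lower in E47KO livers after Cort. An unadjusted p under 0.05 was reached by 8 of them, and the same number passed when adjusted over the list alone, against 1 (*Hmgcs1*) when adjusted over all genes. The change was -1.71 (SE 0.25) for *Apoa4*, -1.22 (SE 0.23) for *Acacb*, -0.50 (SE 0.18) for *Dhcr7* and -0.45 (SE 0.11) for *Gpam*. *Cyp2a22* (-2.11, SE 0.59) and *Cyp2c39* (-1.49, SE 0.34) were lower as well, although both belong to multigene families whose members can share reads. *Pck1* (-0.05, SE 0.41), *G6pc* (-0.27, SE 0.31) and *Igfbp1* (-0.29, SE 0.42) were not distinguishable from WT.

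The Cort livers came from mice of 2 ranges of animal numbers. The earlier cohort held 2 E47KO and 1 WT, and the later cohort 2 E47KO and 3 WT. Livers of the same cohort deviated together from their group means, with a mean correlation across genes of 0.36 over pairs of E47KO and WT livers. The -0.36 between cohorts adds no evidence, because subtracting the group means makes the 2 values nearly mirror each other. With the cohort as a covariate, 92 genes passed in edgeR, 16 higher and 76 lower in E47KO, including the 4 above. Of the 13 glucose and lipid genes, 3 were among them (*Apoa4*, *Acacb* and *Hmgcs1*). DESeq2 on the unstranded counts with the same covariate moved the count most, to 557 genes (150 higher and 407 lower). With the cohort as a covariate the number of genes passing was 0 in Dex liver (608 with an unadjusted p under 0.05), 3 in untreated liver, 0 in WAT (1127 with an unadjusted p under 0.05) and 4 in muscle. All 1 h Dex mice were of 1 cohort.

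Livers of untreated mice showed whether the genotype changed expression without added hormone. Of 13739 genes, 4 passed. *Gm9855* was at least 38.1-fold higher in E47KO (3.28 ± 0.631 CPM, SD, n = 6, at most 1 count in a WT library, edgeR adjusted p 1.8e-06), and *Tdg* fell by 1.35 (SE 0.18, edgeR adjusted p 0.0171). The B cell gene *Cd79a* (ENSMUSG00000003379, chromosome 7, 24897381 to 24902197) had 0.506 ± 0.168 CPM in WT (SD, n = 5) and was at least 6.17-fold lower in E47KO (edgeR adjusted p 0.00275). The remaining gene is not described here. An unadjusted p under 0.05 was reached by 513 genes, fewer than the 687 that chance would give, and the display threshold by 324 genes, of which 170 (52.5%) were lower. Of the 13 glucose and lipid genes 11 were higher in untreated E47KO livers and 1 had an unadjusted p under 0.05, while 0 passed when adjusted over the list alone.

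**Figure D2:**
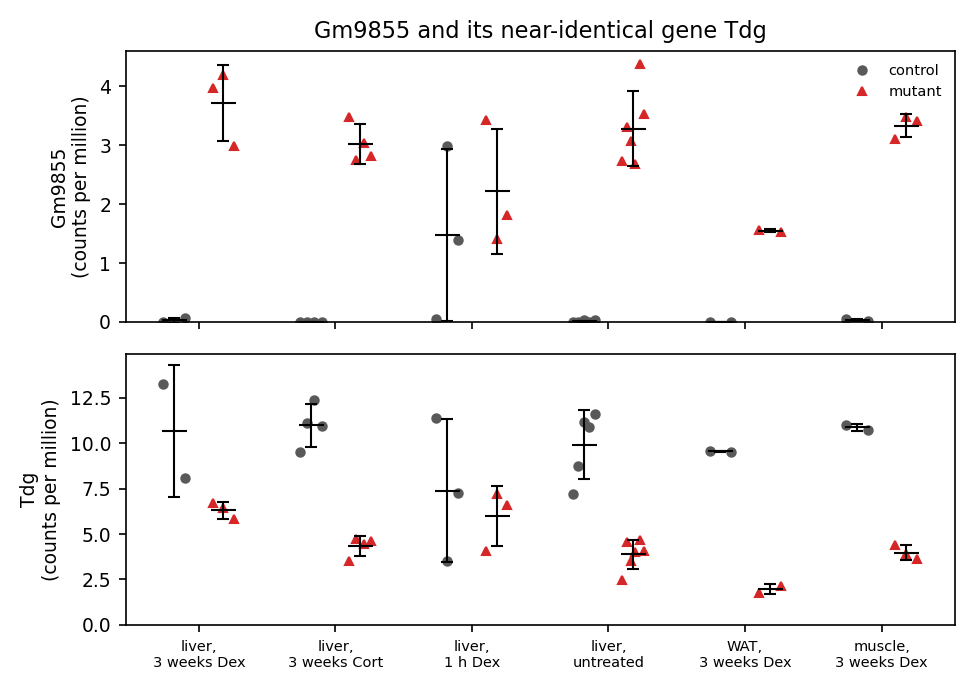
CPM (vertical axes) of *Gm9855* (top) and *Tdg* (bottom) in the 39 libraries of the 6 experiments (horizontal axis). Circles are control and triangles mutant libraries, and bars show the mean and SD. WT controls hold at most 2 *Gm9855* counts, while the floxed controls of the 1 h experiment reach 2.98 CPM.

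Whether the effect of genotype itself differed between treatments was tested with the difference of the effects over 24 livers. Between Cort and untreated livers 1 of 16153 genes passed. This was *Hsd3b5* (ENSMUSG00000038092, chromosome 3, 98618634 to 98630252), a steroid dehydrogenase gene, whose genotype effects differed by 5.26 on the log2 scale (SE 0.73, edgeR adjusted p 0.00508). It measured 34.2 ± 26.3 CPM in E47KO and 1.21 ± 0.953 CPM in WT after Cort (SD, n = 4 each), and 205 ± 69.3 CPM in E47KO (SD, n = 6) and 284 ± 28.4 CPM in WT (SD, n = 5) without treatment. In all, 1050 genes had an unadjusted p under 0.05, against 807.7 by chance. DESeq2 moved this count most, to 20 genes. No gene passed for Dex against untreated liver (599 with an unadjusted p under 0.05) or Dex against Cort liver (468), where chance would give 807.7. These joint fits had no term for the cohort, which moved the count within Cort liver from 4 to 92 genes. What a joint fit with the cohort would give is therefore open for all 3 differences.

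**Figure D3:**
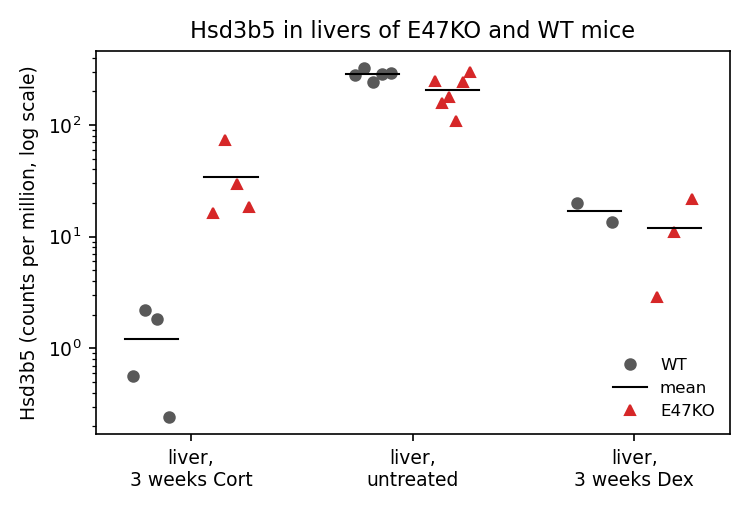
*Hsd3b5* CPM on a log scale (vertical axis) in livers of E47KO (triangles) and WT mice (circles) after Cort, without treatment and after Dex (horizontal axis), with lines at the group means. E47KO livers average 34.2 CPM against 1.21 CPM in WT after Cort, and 205 against 284 CPM without treatment.

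The early response was measured in E47LKO livers 1 h after Dex. Of 12540 genes, 0 passed in edgeR's quasi-likelihood test, with 458 at an unadjusted p under 0.05 where chance would give 627. The display threshold was reached by 280 genes, 139 higher and 141 lower. Of the 13 glucose and lipid genes 8 were lower and 5 higher, and 0 passed when adjusted over the list alone (0 with an unadjusted p under 0.05). *Gm9855* was found at 2.22 ± 1.06 CPM in E47LKO and 1.48 ± 1.47 CPM in the floxed controls (SD, n = 3 each), a log2 fold change of 0.58 (SE 0.79).

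In WAT and muscle after 3 weeks of Dex the comparison asked whether tissues outside the liver depended on E47. In WAT 0 of 16289 genes passed, with 699 at an unadjusted p under 0.05 (814 by chance) and 519 at the display threshold (276 higher and 243 lower). In muscle 2 of 14962 genes passed, *Gm15920* (log2 fold change 5.14, SE 0.14, edgeR adjusted p 0.000145) and *Gm9855* (at least 47.7-fold higher, edgeR adjusted p 0.00676), with 590 at an unadjusted p under 0.05 (748 by chance). At the display threshold 500 muscle genes differed, 390 higher and 110 lower. *Gm9855* was also at least 18.1-fold higher in E47KO WAT and at least 22.9-fold higher in E47KO Dex liver, without passing there (edgeR adjusted p 0.542 and 0.134). Of the glucose and lipid genes 10 were testable in WAT and 8 in muscle, and 0 passed in either tissue when adjusted over the list alone (0 and 1 with an unadjusted p under 0.05). The 1 was *Pck1* in muscle, 134.6 ± 22.5 CPM in E47KO (SD, n = 3) against 28.2 ± 28.2 CPM in WT (SD, n = 2), a log2 fold change of 2.25 (SE 0.67) that was 1.49 without WT replicate 1 and 4.00 without WT replicate 2. No gene passed in edgeR for a difference of genotype effects between liver and muscle (834 with an unadjusted p under 0.05) or between liver and WAT (592), where chance would give 906. DESeq2 gave 28 and 6 genes, and edgeR without a filter on low counts 12 and 3. The joint fit left out the cohort and treated libraries as independent although 3 mice gave both liver and muscle, so smaller differences are not excluded.

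Gene lists were tested with camera, a two-sided competitive test that compares the genes of a list with all others and here assumed an inter-gene correlation of 0.01. The size of a list's change is the median over its genes of the difference in mean log2 CPM. Of 124 tests 31 passed, 9 with higher and 22 with lower expression in the mutants. Only 2 of them held under the rotation test fry, the study's lipid genes in Cort liver (fry adjusted p 0.0111) and B cell genes in untreated liver (fry adjusted p 0.000334), and 0 held when the correlation was estimated from the data (12 with an unadjusted p under 0.05), so the calls below rest on the preset correlation. Of 27 called lists in experiments where a library could be left out, 16 passed in every such fit. Those that did not were interferon response, male-biased, B cell and classical GR target genes in Dex liver, classical GR targets in Cort liver, cholesterol synthesis and erythroid genes in untreated liver, B cell genes in the 1 h experiment, and hepatocyte, male-biased and lipogenesis genes in muscle. In Dex liver 9 lists passed. Cholesterol synthesis genes were lower (median -0.64, 21 of 23 genes, camera adjusted p 1.9e-09), as were the study's lipid genes (-0.60, 0.000418), lipogenesis genes (-0.35, 2.3e-05), classical GR target genes (-0.53, 0.000464), immediate early genes (-0.91, 1.6e-14), day-phase clock genes (-0.85, 5.9e-08), B cell genes (-1.04, 0.000684) and male-biased liver genes (-0.25, 0.0413), and interferon response genes were higher (0.35, 0.00949). In Cort liver 6 passed, with lower values for cholesterol synthesis (-0.41, 22 of 23 genes, camera adjusted p 2.3e-08), the study's lipid genes (-1.01, 2.7e-11), lipogenesis (-0.29, 0.000453), classical GR targets (-0.54, 0.0108) and female-biased liver genes (-1.88, 0.00351) and higher values for male-biased liver genes (0.43, 0.000533).

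In untreated liver 5 lists passed, with lower values for B cell genes (median -1.01, 8 of 8 genes, camera adjusted p 1.1e-17, with a median fitted log2 fold change of -1.10 that stayed there with the 2 genes at the floor set to their bound), male-biased liver genes (-0.31, 0.000533) and erythroid genes (-0.40, 0.00767) and higher values for classical GR targets (0.30, 0.000466) and cholesterol synthesis (0.16, 0.00677). In the 1 h experiment 3 passed, classical GR targets (0.27, camera adjusted p 0.00141) and B cell genes (0.64, 0.00527) being higher and male-biased liver genes lower (-0.40, 0.000121). In WAT 4 passed, with lower values for classical GR targets (-0.43, camera adjusted p 0.000904), day-phase clock genes (-0.46, 5.2e-05) and B cell genes (-0.52, 0.0224) and higher values for macrophage genes (0.45, 0.0418). In muscle 4 passed, adipocyte (2.28, camera adjusted p 1.6e-14) and lipogenesis genes (0.25, 0.0114) being higher and hepatocyte (-2.51, 0.00097) and male-biased liver genes (-2.83, 0.0294) lower. The other 8 lists tested did not pass in any comparison, and their smallest camera adjusted p-values were 0.371 for the study's glucose genes, 0.148 for gluconeogenesis, 0.308 for GR and its coregulators, 0.0619 for E and Id proteins, 0.22 for T cell, 0.0927 for skeletal muscle, 0.056 for night-phase clock and 0.167 for acute phase genes.

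Finally, the directions of change were compared between the 6 experiments, which used separate controls except that 3 mice gave both liver and muscle after Dex. Genes that passed in one comparison changed the same way in 40 of 45 checks in the others (88.9%, exact Clopper-Pearson 95% interval 75.9 to 96.3%). These checks rest on 5 genes counted repeatedly and so are not independent, which the interval ignores. Most were of *Gm9855*, *Tdg* and *Gm15920*, always in the same direction, whose counts need not reflect loss of E47, as described below. *Hmgcs1* and *Nsdhl* changed the same way in Dex and 1 h Dex liver, but not in untreated liver or muscle. In WAT only *Nsdhl* did. The share is thus no evidence of a shared effect of E47. For genes at the display threshold the share was 54.8% (5981 of 10907 checks), close to the 50% of an arbitrary direction. Of the 613 Cort genes testable in Dex liver 70.5% changed the same way, more than in any other of the 10 splits of the Dex livers (at most 61.3%), and of the 356 Dex genes testable in Cort liver 61.8% did, with 5 of 70 splits as high. Cort genes changed the same way in untreated liver in 47.4% and in 1 h Dex liver in 44.1% of cases. The share was 71.6% for 1 h Dex genes in Dex liver (1 of 10 splits as high, the real one), and lower than 70.5% but above 61.8% in other pairs. It was 69.9% for untreated genes in 1 h Dex liver (4 of 20 splits) and 67.6% for untreated genes in WAT (1 of 6 splits, the real one). In untreated liver it was 67.3% for 1 h Dex genes (64 of 462 splits) and 62.8% for WAT genes (2 of 462 splits). A design of 10 splits cannot give a share under 0.1, and a link between the Dex and Cort treatments in particular was not shown.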

Values the study reported

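The study displayed genes deregulated in E47 mutant livers at a fold change of 1.3 and P below 0.05, without stating whether P was adjusted, from 2 wild-type and 3 mutant livers after Dex and from 4 livers per genotype after Cort. It stated that most of the affected genes were lower in the mutants, that untreated mutant livers showed very few changes, and that 63 to 80% of the transcripts altered in the mutants after glucocorticoids had a GR binding site nearby.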

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

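The tests of *Hsd3b5*, *Pck1* and immediate early genes against the cohorts of animals, that of *Hsd3b5* against the other male-biased genes, and the tests of skeletal muscle genes in the Cort livers and of the muscle and fat RNA behind the lipid genes, were chosen only after the result was seen; the other tests here were fixed before it.

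Single libraries stood far from the rest of their group, by Dixon's criterion for outliers at its 95% critical value, in 9 of 168 groups of values tested, where chance gives 8.4. They were uneven, with 8 of 82 groups in the Cort livers (4.1 by chance) and 1 of 86 in the untreated livers (4.3 by chance). Values of the same library depend on each other, so these counts neither show nor rule out faulty Cort libraries. On the log2 CPM scale *Pck1* was 10.30 in Cort WT replicate 1 (11.47 to 11.68 in the other WT), *Cyp2a22* 0.95 in Cort E47KO replicate 3 (4.08 to 4.66 in the others), *Cyp2c39* 0.90 in Cort E47KO replicate 2 (1.89 to 2.01) and *Acacb* 5.52 in untreated WT replicate 5 (6.79 to 7.01). As means over gene lists, lipogenesis genes were 5.83 in Cort E47KO replicate 1 (6.20 to 6.21), immediate early genes 3.92 in Cort WT replicate 1 (2.37 to 2.49), macrophage genes 2.91 and erythroid genes 4.39 in Cort WT replicate 4 (2.54 to 2.58 and 5.69 to 5.94), and skeletal muscle genes -2.97 in Cort WT replicate 1 (3.71 to 4.09). *Cyp2a22* and *Cyp2c39* belong to multigene families that can share reads. Cort WT replicate 1 is the 1 WT liver of the earlier cohort. For *Pck1* both E47KO livers of that cohort (10.24 and 10.72) lay below those of the later cohort (11.49 and 12.04), a gap of 0.78 that exceeded the difference within either pair, so a difference between the cohorts is a candidate explanation of this value. For immediate early genes the gap between the same pairs was 0.009, with 2.76 and 4.23 in the earlier and 2.32 and 2.75 in the later cohort, so a cohort difference cannot be told apart from a deviation of single livers. Apart from these and the skeletal muscle genes, no explanation of the single values was tested.

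The skeletal muscle value marks the 1 WT liver without muscle transcripts. All 12 genes of the list were higher in each of the 5 Cort livers of the later cohort than in the other 3, their levels followed those in quadriceps across genes (Spearman 0.895), and the median was 0.132% of the muscle level, with *Myh4* at 57.0 CPM. *Tnnc2* was the exception in size, being nearly absent from the counts of the muscle libraries. A candidate explanation is a small share of skeletal muscle RNA or reads in the 5 libraries. Genotype is excluded as the source, since 3 of the 5 were WT. Whether the share came in at dissection, library preparation or sequencing cannot be seen from counts. The share was uneven between genotypes, with 3 of 4 WT and 2 of 4 E47KO livers holding it and a median change of -1.87 over 12 genes (camera adjusted p 0.127). Muscle or fat RNA is nevertheless excluded as the source of the lower lipid genes after Cort, because the highest share in a liver (0.169% for muscle and 0.0206% for fat) could add at most 2.82% of the difference of any of the study's lipid genes with an unadjusted p under 0.05.

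*Hsd3b5* was singled out because its genotype effects differed between Cort and untreated livers by 5.26 on the log2 scale in the test of the difference itself. Reads shared with other Hsd3b genes are an unlikely source, because the most similar of them is 92.7% identical and their summed level was 750 CPM in E47KO and 573 CPM in WT after Cort. The cohorts of animals are excluded as the whole source, because in the later cohort the lowest E47KO liver had 18.5 CPM and no WT liver more than 2.21 CPM. The other 10 male-biased genes all differed in the same direction (median difference 0.77), so a shift of the whole male-biased programme cannot be told apart from an effect on *Hsd3b5* alone. The count of 1 gene was reached by 15 of 100 splits of the libraries within the treatments, the highest with 185 genes. A single gene past the threshold is thus itself no rare outcome in these fits, which leave out the cohort. After Dex *Hsd3b5* was not higher in E47KO, with 11.8 ± 9.42 CPM (SD, n = 3) against 16.8 ± 4.74 CPM in WT (SD, n = 2). The male-biased list was lower in E47KO there (median -0.25). A biological reading, less loss of male-biased expression under Cort in E47KO livers, would thus be limited to Cort. It is a hypothesis that could be tested in other mice.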

How the results depend on the processing

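DESeq2 and edgeR on the unstranded Cort counts with the cohort as a covariate, and the gene lists with each library left out, were chosen after the data were seen; the other alternatives were fixed before. Unless a cause is given, the cause was not tested.

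The number of genes depended on the tool and on the filter. DESeq2 gave 23 genes in Dex liver, 207 in Cort liver, 6 in 1 h Dex liver, 11 in untreated liver, 37 in WAT and 92 in muscle, including all those that passed in edgeR. For the differences of genotype effects it gave 20 (Cort against untreated), 2 (Dex against untreated), 2 (Dex against Cort), 28 (liver against muscle) and 6 (liver against WAT). In simulated data DESeq2 also made more false calls (9.5 to 20.2%) than edgeR (1.98 to 7.11%). Without a filter on low counts edgeR gave 62, 14, 1, 9, 6 and 37 genes in the same order of experiments, and 1 (Dex against Cort), 12 (liver against muscle) and 3 (liver against WAT) for the differences. Requiring 10 counts in every library left 0 genes in Dex liver (366 with an unadjusted p under 0.05), 0 in untreated liver (445), 1 in muscle and 0 for Cort against untreated liver (759). This filter removes genes at the floor such as *Gm9855* and *Cd79a*, and *Hsd3b5*, by construction. The display threshold gave about 3.8e+02 genes in Dex liver (238 lower and 146 higher) and 713, 280, 324, 519 and 500 in the others.

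The cohort as a covariate gave 0 genes in Dex liver (608 with an unadjusted p under 0.05), 92 in Cort liver and 4 in muscle. In Cort liver the unstranded counts with this covariate gave 67 genes in edgeR and 557 in DESeq2. It was not run for the 1 h experiment, whose mice form 1 cohort. Replicate numbers do not pair mice, and libraries with the same number correlated irregularly after removal of the group means (0.71, 0.04, 0.55 and 0.19 in Cort liver), but the number as a block was tested as fixed in advance. This block gave 0 genes in Dex liver (349 with an unadjusted p under 0.05), 21 in Cort liver, of which 3 were shared with the fit without block, 1 in muscle, and 2 for Dex against Cort. No paired analysis was possible for WAT because its genotypes share 1 replicate number. Joint fits with only the 4 groups compared gave 2 genes for Dex against untreated liver. RLE size factors, the unstranded column and the sequencing run stayed within 1.5 times every count they were tried on.

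Leaving out 1 library at a time gave 0 to 0 genes in Dex liver (317 to 550 with an unadjusted p under 0.05 over 3 fits), 0 to 7 in Cort liver (8 fits), 0 to 1 in 1 h Dex liver (6 fits, 1 gene without control replicate 3, otherwise 0 with 347 to 585 at an unadjusted p under 0.05), 3 to 4 in untreated liver (11 fits) and 1 to 2 in muscle (3 fits, 1 gene without E47KO replicate 1 or 3). The Cort count was 0 without any single E47KO liver (1100 to 1303 with an unadjusted p under 0.05), 7 without WT replicate 1, 3 without WT replicate 2, 6 without WT replicate 3 and 1 without WT replicate 4. For the differences, *Hsd3b5* passed in all 19 fits for Cort against untreated liver (1 to 1), and the counts were 0 to 0 for Dex against untreated liver (14 fits, 473 to 834 with an unadjusted p under 0.05) and 0 to 1 for Dex against Cort (11 fits, 1 gene without Dex E47KO replicate 3 or Cort E47KO replicate 1, otherwise 0 with 399 to 565). They were 0 to 0 for liver against muscle (6 fits, 659 to 876) and liver against WAT (3 fits, 541 or more). With 2 mice in a group, leaving out 1 gives values and no test, so WAT has no such count.

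Of the gene lists, 31 passed in camera, 2 in fry and 0 with an estimated correlation (12 with an unadjusted p under 0.05 in each of the last 2). With a library left out the count was 30 to 37 (31 fits). Of 27 called lists in experiments where this could be tested, 16 passed in every such fit. Classical GR targets moved from -0.54 to -0.19 without Cort E47KO replicate 1, -0.25 without Cort E47KO replicate 2 and -1.03 without Cort E47KO replicate 3 (camera adjusted p 0.0858, 0.227 and 1.1e-05), and from -0.53 to -0.21 without Dex E47KO replicate 3. Without Dex E47KO replicate 1, B cell genes moved from -1.04 to -1.95, lipogenesis from -0.35 to -0.15, male-biased genes from -0.25 to -0.11 (camera adjusted p 0.211) and interferon response from 0.35 to 0.61, a list that passed in 1 of 3 fits. Without Cort E47KO replicate 1, lipogenesis moved from -0.29 to -0.15 and male-biased genes from 0.43 to 0.72, and the latter were 0.70 without Cort WT replicate 3 and 0.27 without Cort WT replicate 4. Classical GR targets were also -0.31 without Cort WT replicate 3. In untreated liver cholesterol synthesis moved from 0.16 to 0.32, 0.26, 0.10 and 0.09 without WT replicates 1, 2, 3 and 5 and to 0.07 and 0.31 without E47KO replicates 4 and 5, erythroid genes from -0.40 to -0.25 without WT replicate 1, male-biased genes from -0.31 to -0.20 without WT replicate 2 and classical GR targets from 0.30 to 0.53 without WT replicate 5. In the 1 h experiment male-biased genes moved from -0.40 to -0.24 without E47LKO replicate 3. In muscle the hepatocyte list passed in 1 of 3 fits, moving from -2.51 to -1.12 without E47KO replicate 3 (camera adjusted p 0.345), and the male-biased list in 0 of 3, without a test in 1 of them. Cholesterol synthesis passed in 8 of 8 fits after Cort, 3 of 3 after Dex and 5 of 11 in untreated liver. The share of genes changing in the same direction was 88.9% for genes past the adjusted threshold, mostly from checks of *Gm9855*, *Tdg* and *Gm15920*, and 54.8% at the display threshold. Named genes were followed in 30 results, for *Tcf3*, the genes that passed, and glucose and lipid genes with an unadjusted p under 0.05 in that comparison. Among them, 7 of 221 values under other settings fell short of the threshold and 17 newly passed it. With a library left out 33 of 222 fell short, 1 newly passed and 11 without a test moved. None of these 30 results and none of the called lists reversed its direction. Glucose and lipid genes with a larger p, such as *Pck1* after Cort, were not followed, so their direction may depend on single livers.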

Other observations

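The splits by genes near *Tcf3*, both tests of *Gm9855*, that of *Gm15920*, the adipocyte genes in muscle, the strand columns and the clock of a single mouse were tested only after the result was seen; the other tests below were fixed before it.

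The number of genes in a comparison was set against other splits of the same libraries. In Cort liver 2 of 35 splits gave as many genes as the real one (4), 6 of 35 as many at the display threshold (713, against a median of 291 in the others) and 19 of 35 as many gene lists. The other split with as many genes (9) parts the livers by cohort except for 1 WT liver. With the cohort as a covariate and splits only within cohorts, 1 of 30 splits, the real one, gave as many genes in edgeR (92, at most 1 in the others) and 1 of 30 in DESeq2 on the unstranded counts (557, at most 161 in the others), and 1 of 30 gave as many at the display threshold (1091, against a median of 338 and at most 840 in the others). In 1 h Dex liver 10 of 10 splits gave as many genes, 7 of 10 as many at the display threshold and 6 of 10 as many lists, a design in which no share under 0.1 is possible. In untreated liver 2 of 100 splits gave as many genes (the other, with 159, mostly follows the cohorts), 41 of 100 as many at the display threshold and 68 of 100 as many lists. In fits without the cohort, counts at the display threshold and counts of lists were therefore within what regrouping gives in Cort and untreated liver. In Cort liver the genotype stood out, at the display threshold too, once the cohort was taken into account.

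The authors' deposited table for Cort liver lists 559 genes with an adjusted p under 0.05, 161 higher and 398 lower. Its log2 fold changes correlated at 0.907 with DESeq2 on the unstranded counts with genotype alone and at 1.000 with the cohort added, across 11994 genes. In the authors' deposited tables for Dex and untreated liver the correlations were 1.000 with genotype alone and 0.963 and 0.734 with the cohort. The Cort values are thus those of a fit with the cohort, or a covariate equal to it, while the others are those of a fit without it. Which covariate was used is not stated in the labels.

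*Gm9855* counts separated E47KO from WT libraries in all 5 experiments with global mutants, with lower *Tdg* means in each. The transcript is 99.2% identical to *Tdg*, so a candidate explanation is that reads of a *Tdg* sequence variant align to the copy. Loss of E47 itself is excluded as the cause, because floxed controls with intact E47 had 2.98 and 1.40 CPM of *Gm9855* (replicates 2 and 3), against 0.06 CPM in the control with a wild-type allele, whose *Tdg* level was 11.4 CPM against 3.54 and 7.25 CPM. For *Gm15920* after Dex it is excluded as the whole cause on the same ground, with 14.4 and 15.5 CPM in these floxed controls and 0.905 CPM in the control with a wild-type allele, against a mean of 10.8 CPM in the Dex E47KO livers. *Tdg* lies on the chromosome of *Tcf3*, within 20 megabases, as does *Ndufa12*, the parent of *Gm15920*. A strain variant carried along with the targeted allele may therefore underlie both, in mutants and in floxed mice, but among 15 other tests of pseudogenes with a parent near *Tcf3* 0 had an unadjusted p under 0.05, and the control with 1 wild-type allele showed 1 count where a carrier would be expected to show more, so this cannot be told apart from other causes. Genes within 20 megabases of *Tcf3* had an unadjusted p under 0.05 in 13.003% of cases in Cort liver (9.60% elsewhere), 8.67% in untreated liver (3.62% elsewhere), 6.98% in Dex liver (2.98% elsewhere), 7.18% in WAT (4.23% elsewhere), 7.65% in muscle (3.86% elsewhere) and 3.93% in the hepatocyte-specific 1 h experiment (3.65% elsewhere). An excess as large was given by 2 of 35 splits in Cort and 5 of 100 in untreated liver. The excess in every experiment with global mutants leaves a variant near *Tcf3* open, without showing it. Of the genes that passed, *Gm9855* and *Gm15920* are thus not explained by loss of E47 alone, and *Tdg* is uncertain as an effect of it.

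B cell genes were lower in all 6 untreated E47KO livers than in any WT liver (exact permutation two-sided p 0.00216), and in 3 of 3 E47KO livers after Dex (exact p 0.1, the smallest possible) and 2 of 2 in WAT. In muscle 2 of 3 E47KO libraries lay below both WT (exact permutation two-sided p 0.4), while the median change of the list was 0.09. Less blood in the mutant livers is excluded as the source, because the B cell level relative to the erythroid level separated the genotypes as well (exact permutation two-sided p 0.00216). Fewer B cells in global E47KO mice may explain it, but after Cort the groups overlapped (exact p 0.429, camera p 0.471), so this cannot be told apart from other causes. In the hepatocyte-specific mutants B cell genes were not lower.

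Muscle of WT replicate 2 held 20 of 22 hepatocyte genes above the levels of WT replicate 1 and E47KO replicates 1 and 2, with levels that followed those in liver (Spearman 0.956) at a median of 0.177%. *Alb* reached 129 CPM there. E47KO replicate 3 stayed out of this comparison because it held hepatocyte transcripts too (*Alb* 7.07 CPM, mean list level 0.16 on the log2 scale, against 3.10 in WT replicate 2 and -2.26 in WT replicate 1), so such transcripts were not limited to WT. Liver RNA in some muscle libraries, here a small share in that one, is a candidate explanation for the lower hepatocyte and male-biased lists in E47KO muscle. With a library left out the hepatocyte list passed in 1 of 3 fits and the male-biased list in 0 of 3. Adipocyte genes were higher in every E47KO muscle than in both WT (10 of 10 genes), but their levels followed those in WAT less closely (Spearman 0.358, median 1.48%). *Slc2a4* lowers this Spearman value. Of the 10 genes it had the lowest level in WAT (159 CPM) and the highest in E47KO muscle (485 CPM, with up to 450 CPM in WT muscle). The value therefore does not speak against fat tissue in the samples, which cannot be told apart from expression in muscle. *Pck1* in muscle has the same direction.

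Day-phase clock genes were lower in E47KO liver after Dex, while night-phase genes had a median of 0.43 with overlapping groups. The medians had the same opposite directions in WAT (day -0.46, night 0.28) and muscle (day -0.24, night 0.47). Of these only day-phase genes in WAT passed in camera, and 3 mice gave both liver and muscle. A different hour of collection therefore cannot be told apart from an effect of genotype. In E47KO replicate 1, whose liver and muscle came from 1 mouse, day-phase minus night-phase levels were the lowest in both tissues (-1.35 in liver and 0.51 in muscle, where the others had 1.10 to 1.78), which 1 mouse cannot settle.

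In the Cort libraries the larger strand column held at most 50.1% of the strand-resolved counts, although the labels call them stranded. Libraries that were not strand-specific are a candidate explanation. The unstranded column gave 4 genes, as many as the column used.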
